A study of Mus musculus with 8 samples.

How the data were processed

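Single cells of tumours grown from Hepa1-6, a mouse hepatoma cell line, were profiled by droplet-based 3′ single-cell RNA sequencing on the DNBelab C4 platform, per the labels' protocols. The labels give 8 entries in 4 groups, from tumours of unedited or Soat1-edited cells in animals given PBS or an antibody against PD-1, with a cDNA entry and an oligo entry for each group. The entry titles call the edited tumours knockouts and the genotype field calls them knockdowns. The cDNA and oligo entries of a group were counted as 1 sample. How the 4 groups relate to the 6 cell sets described below, and so the number of libraries per group, is not recorded.

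A single pooled table of 2000 genes and 53528 cells was analysed. Per the labels' protocols, reads were aligned with STAR, UMIs were counted per gene and cell with PISA, and cells were chosen with the barcodeRanks function of DropletUtils. The protocols name the human genome GRCh38, while 1984 of the 2000 gene symbols were found among mouse genes of GENCODE M21, so the build behind the table is unknown and no coordinates are given. The steps from counting to the pooled table are recorded in no label. The deposited values are on the natural log scale: in the cells whose name ends in 1, each value is the natural log of 1 plus the gene's UMIs per 10000 UMIs of the cell.

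The cell names end in a number from 1 to 6, which divides the cells into 6 sets of 7569 to 11813 cells. Nothing maps these 6 sets to the 4 groups, so all 53528 columns belong to no known sample, the table was treated as 1 sample, and no comparison of genotypes or treatments was made. The sets are reported as unassigned samples, with each value or the range and median.

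Values of set 1 were never below 0. For each of its cells, the UMI total was taken as the commonest whole number (tolerance 1e-06) among 10000 divided by the exponential of each value less 1, using values above 0.02 and at least 2 agreeing values. This gave a total for 100% of set 1 cells, and 100% of the nonzero values were then whole UMI counts within 0.01. In the other 5 sets every cell had values below 0, and a total was found for 12.5% to 29.5% of the cells. The number of UMIs, exact Poisson intervals and ratios between classes are therefore given for set 1 only. Differences of mean values are given for each set, on the deposited scale. Intervals are at the 95% level and cover counting error only. Shares of cells have exact Clopper-Pearson binomial intervals. No p-value was computed, since cells of 1 sample are not replicates.

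Cells were clustered on 1963 genes, leaving out the 37 genes of the table that belong to the fixed lists. Values were standardised per gene and clipped at 10 SD, 30 principal components were taken, each cell was joined to its 20 nearest cells, and the shared-neighbour graph was partitioned with Leiden (leidenalg 0.10.2) at resolution 1. T-like and NK-like clusters were pooled and clustered again in the same way. Each cluster was compared with the marker lists fixed before the data were examined, and took the name of the class with the highest mean difference of its markers from all other cells. A name needed 3 markers raised by more than 0.1. A cluster stayed unnamed if its median UMI total in set 1 was below the set 1 median divided by 3 and none of its markers was among its 10 leading genes, or if at least 2 markers of another class, and no fewer than of its own, were among them. Leading genes were ranked by the fold over all other cells in the set 1 counts with a pseudocount of 0.1 UMIs per 10000, or by the difference of mean values where set 1 had fewer than 10 cells.

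The scoring and ranking part of this naming rule was settled after clusters had been seen. A first version ranked leading genes by the difference of mean values and counted any T-cell marker as a class's own. A second version ranked by fold and counted a class's own markers alone, which left a cluster led by Cd4 and Icos unnamed. The version used counts any T-cell marker at the level of all cells and own markers alone among sub-clusters. Rankings by difference and by fold with pseudocounts of 0.1, 0.5 and 1 were all inspected, and those not used are reported as alternatives. Ctla4, Ccr7 and Mrc1 are members of a fixed list and also markers, of regulatory T cells, conventional dendritic cells and macrophages, so they entered the naming but not the clustering.

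Doublets were called with Scrublet (scanpy 1.11.5, expected rate 6%) in set 1, where counts were at hand. It called 97 of 9370 cells, or 1.04%, and these were left out of the set 1 expression values. Shares of classes keep them, since the caller was not run on sets without counts. The cells were used as deposited, with no further filter on genes or mitochondrial RNA.

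Expression in a class of set 1 is the sum of its UMIs divided by the sum of its cells' UMI totals, as CPM. Ratios are log2 of the values plus a pseudocount of 1 CPM, with an exact conditional Poisson interval on the plain ratio. A list is summarised by its median log2 ratio, with an interval from 2000 Poisson draws and a percentile among 10000 random lists whose genes were drawn from the 50 genes nearest in mean level. To compare shares of cells with a UMI, each cell was thinned to 1000 UMIs. No set 1 cell had fewer, so none was left out. A class with 0 UMIs is set at a floor of 3 UMIs where a plain ratio to it is given.

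The design fixed before the data were examined foresaw counts for each group. It named Soat1 first, then the shares of T and CD8 T cells, the effector and inhibitory receptor lists in CD8 T cells, and other lists, each compared between genotypes and treatments, and the 5 highest and 5 lowest genes for that contrast. Those contrasts and that ranking were not made, and Soat1 was not analysed here, so the editing could not be checked. The comparisons of CD8 T-like with CD4 T-like cells, and of macrophage-like with monocyte-like cells, took their place and were chosen after the data were seen. Some members of the lists, and the summaries that need them, are not reported here. Genes named in the report are members of the fixed lists or, where a cluster is described, its leading genes.

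The recovery of UMI totals, the ratios and the naming were tested on simulated data. For 1000 simulated cells over 2000 genes with most values moved at random, 98.3% of totals were right and 1.5% were wrong. In a simulated comparison of CD8 T-like with CD4 T-like cells over 1759 genes, 200 of them changed, 98.1% of intervals held the true ratio and 92.5% of the changed genes had an interval that excluded 1 on the right side. For lists of 9 unchanged genes in that comparison, 1% of 200 lists exceeded the 95th percentile. Of 2790 simulated cells of 8 classes, clustered on 1963 genes, 99.9% received their class. These cells were drawn with counting noise alone from the summed profiles of set 1 classes that the same rule had named. Monocyte-like, dendritic cell-like and unnamed T-like cells were not simulated. The share therefore does not measure how often real cells are named rightly.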

Results

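The study asked how editing of Soat1, which encodes a cholesterol-esterifying enzyme, in Hepa1-6 mouse hepatoma cells alters the immune cells of the tumours they form, with attention to CD8 T cells, and how this combines with an antibody against the checkpoint receptor PD-1. Tumours were dissociated and sequenced as single cells in 4 groups, unedited or Soat1-edited, each given PBS or the antibody. The pooled table held 53528 cells in 6 sets, told apart by the last number of the cell names, and how many libraries each group had is unknown. Because the sets are not tied to the groups, neither the effect of the editing nor that of the antibody could be measured, and Soat1 was not analysed here. The values below describe the cells of these tumours as 1 pooled sample, and the sets as unassigned samples.

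The sets held 9370, 7569, 11813, 7798, 8122 and 8856 cells in the order of their numbers. Depth was known for set 1, where the cells had 1001 to 261833 UMIs, with a median of 11099. The 2000 genes of the table took 15% of these UMIs, and a median of 348 of them were detected per cell. In sets 2 to 6 the deposited values had been changed further, so the depth of most of their cells is unknown.

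Clustering gave 31 clusters, and hepatoma-like cells were 52.7% of all cells (95% CI 52.3 to 53.1). Only the hepatoma-like clusters of 4596 and 2956 cells had a hepatoma marker among their 10 leading genes. The others had none and were led by genes such as the hypoxia-related Ndrg1 and Bnip3 or the cell-cycle genes Ube2c and Cenpf. Of those without, the clusters of 3625 and 1244 cells also had 1 marker of another class there, the fibroblast gene Dcn and the NK gene Klra4. At resolution 2 the hepatoma-like share was 47.7%, with a cluster of 2709 cells led by Bnip3, Slc2a1 and Ndrg1 unnamed. Immune-named clusters held 42.1% of all cells (CI 41.7 to 42.5), and fibroblast-like cells 1.37%. Clusters holding 3.84% of the cells stayed unnamed, with a range over the sets from 2.91% to 6.08%. Set 1 CD8 T-like cells had a median of 5401 UMIs, against 2290 in CD4 T-like, 2527 in macrophage-like and 18892 in hepatoma-like cells.

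The first question that could be asked of the pooled cells was how much of the immune compartment was made of T cells. T-like cells of all classes were 13243 of 22530 immune cells, or 58.8% (CI 58.1 to 59.4), and 24.7% of all cells. Over the 6 sets the share of immune cells ranged from 52.3% to 62.2%, with a median of 60.3%. Of the other ways of naming and clustering, ranking leading genes by fold with a pseudocount of 1 moved the pooled share most, to 67.2%. As a share of all cells, T-like cells ranged from 14.3% to 35.6% over the sets, with a median of 22.5%.

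CD8 T-like cells, the class at the centre of the study, were 8923 of the immune cells, or 39.6% (CI 39.0 to 40.2). They were 67.4% of T-like cells and 16.7% of all cells. CD8 T-like sub-clusters of 1131, 804 and 133 cells had none of the class's own markers among their 10 leading genes. The smallest of them was led by the heat-shock gene Hspa1b, and the NK gene Klre1 and the monocyte gene Ccr2 were among its leading genes. The share of immune cells was 39.8% in set 1, 38.1% in set 2, 40.1% in set 3, 43.4% in set 4, 39.4% in set 5 and 36.5% in set 6. These values depended on sub-clusters of shallow T cells that were nearest to CD8 T cells and stayed unnamed by the rule. Such unnamed T-like cells were 10.8% of the pooled immune cells, and 4.75%, 12.2%, 14.2%, 2.21%, 12.5% and 17.4% in sets 1 to 6. Counting them as CD8 T-like gave 50.4% in the pooled cells, and 44.6%, 50.3%, 54.3%, 45.6%, 51.8% and 53.8% in sets 1 to 6. Set 4 was the highest of the 6 sets by the first count and lower than 4 of the other sets by the second, so no order of the sets is drawn from either.

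**Figure D1:**
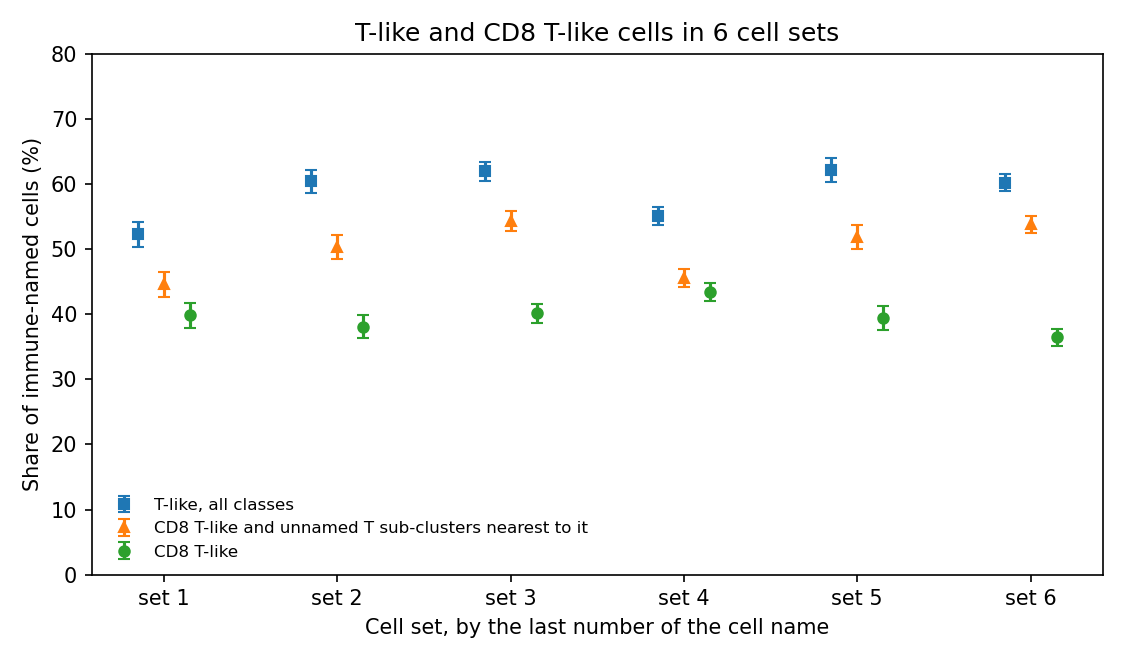
Share of immune-named cells (%, vertical axis) in each of the 6 cell sets (horizontal axis), with exact 95% binomial intervals as bars. Squares are all T-like cells, circles CD8 T-like cells (36.5% to 43.4%), and triangles CD8 T-like cells together with unnamed T sub-clusters nearest to them (44.6% to 54.3%).

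The remaining immune cells were 21.3% macrophage-like (CI 20.8 to 21.8), 10.5% monocyte-like, 4.51% CD4 T-like, 4.05% conventional dendritic cell-like, 3.91% regulatory T-like, 2.87% neutrophil-like, 2.21% NK-like and 0.253% mast cell- or basophil-like. Over the sets, macrophage-like cells ranged from 18.1% to 27.8% of immune cells, CD4 T-like cells from 3.34% to 6.19%, and NK-like cells from 0.741% to 3.35%. The smaller classes depended on the naming. With other rankings of leading genes no cell was named monocyte-like in 3 of 3 and none CD4 T-like in 2 of 3, and the NK-like share was 0.188% in 1. No cluster was named for B cells, and a cluster of 209 cells with immunoglobulin genes and the plasmacytoid dendritic cell gene Siglech among its leading genes stayed unnamed. It was named plasmacytoid dendritic cell-like when leading genes were ranked by difference of values. With 50 principal components a cluster of 117 cells took that name. Another cluster of 91 cells there scored highest for B cells, with 4 of 4 B-cell markers of the table raised. It stayed unnamed because as many markers of another class as of B cells were among its leading genes.

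Effector function of CD8 T cells was the other question of the study. With the groups unknown, the 9 effector genes of the table were set against CD4 T-like cells of the same set, in set 1, with 1015 CD8 T-like and 87 CD4 T-like cells. The median log2 ratio of the list was 0.68 (95% interval 0.50 to 0.90), with 7 of 9 genes higher in CD8 T-like cells. That median lay at the 94.6 percentile of random lists matched on mean level, whose own median was 0.12, and the median over all 2000 genes was 0.19. Gzmb had the highest ratio, 7.73 (CI 5.77 to 10.6), from 8879 UMIs in CD8 T-like and 45 in CD4 T-like cells. Prf1 was 3.22 times as high (CI 2.57 to 4.07). Tnf and Ifng were lower per UMI in CD8 T-like cells, with ratios of 0.470 (CI 0.294 to 0.795) and 0.801 (CI 0.712 to 0.904). Clustering set 1 alone moved the list median most, to 1.28, and under some rankings of leading genes no cell of set 1 was named CD4 T-like. Against the 111 regulatory T-like cells the list median was 0.58 (interval 0.47 to 0.73), at the 98.3 percentile, with 8 of 9 genes higher in CD8 T-like cells, but Gzmb was close to equal, with a ratio of 1.11 (CI 1.03 to 1.2). Against the 48 NK-like cells the list median was -0.39, 3 of 9 genes were higher in CD8 T-like cells, and Gzmb was lower with a ratio of 0.659 (CI 0.587 to 0.741).

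Gzmb reached 1229 CPM (UMIs scaled to the cells' UMI totals) in CD8 T-like cells (CI 1204 to 1255), 1104 in regulatory T-like cells, 1866 in NK-like cells and 4.56 in hepatoma-like cells, a class that should lack it. It was detected in 67.5% of CD8 T-like and 10.1% of hepatoma-like cells, at median depths of 5401 and 18892 UMIs. After each cell was thinned to 1000 UMIs these shares were 42.4% (CI 39.3 to 45.5) and 0.425%.

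The 5 inhibitory receptor genes of the table had a median log2 ratio of 0.50 (interval 0.15 to 0.78) for CD8 against CD4 T-like cells of set 1, at the 80.2 percentile of matched random lists. Cd160 was 4.45 times as high, though its interval ran from 2.04 to 12.2 on 6 UMIs in CD4 T-like cells. Ctla4 was lower, with a ratio of 0.629 (CI 0.556 to 0.714). For Pdcd1 the ratio of summed UMIs was not detectably different from 1, at 1.02 (CI 0.894 to 1.18). This ratio does not show that the cells were alike. The mean deposited value of Pdcd1 in set 1 was higher in CD8 T-like cells, by 0.73 natural log units. With each cell thinned to the same UMI total, the list median was 0.95. The direction of the list median reversed, to -0.18, when set 1 was clustered alone. Against regulatory T-like cells, for which Ctla4 is a naming marker, the list median was 0.58 (interval 0.36 to 0.86), at the 95.35 percentile, and against NK-like cells it was 3.00 (interval 2.56 to 4.53), at the 99.93 percentile. Pdcd1 had 794.6 CPM in CD8 T-like and 3.56 in hepatoma-like cells.

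On the deposited log scale the same genes could be compared in each set. Of the 9 effector genes, 8 had a higher mean value in CD8 T-like than in CD4 T-like cells of all 6 sets, and Tnf was lower in all 6. Gzmb differed by 1.2 to 1.51 and Prf1 by 1.07 to 1.22 natural log units. Ifng was higher by 0.01 to 0.73 natural log units, the opposite direction to its ratio of summed UMIs in set 1. Of the inhibitory receptor genes, 4 were higher in CD8 T-like cells of all 6 sets, and Ctla4 was higher in 3 of the 6. In set 1 itself the 2 scales also disagreed for receptors. Ctla4 was higher by 0.13 natural log units against its ratio of 0.629, and Pdcd1 was higher by 0.73 against its ratio of 1.02. CD8 T-like cells of set 1 were also deeper, with a median of 5401 UMIs against 2290 in CD4 T-like cells. No value over all genes is given on this scale, so the agreement of the sets has no baseline. With each set 1 cell thinned to the same UMI total, the list medians of summed UMIs stayed positive, at 0.71 for effector and 0.95 for receptor genes. Ifng was then detected in 42.8% of CD8 T-like (CI 39.7 to 45.9) and 23.0% of CD4 T-like cells (CI 14.6 to 33.2). Depth alone therefore does not account for the higher share of cells with Ifng in set 1. How much of the differences on the deposited scale is due to depth is unknown. The values of sets 2 to 6 had been changed by an unrecorded step. Whether the 6 sets are independent is therefore unknown, and they cannot be taken as independent repeats.

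**Figure D2:**
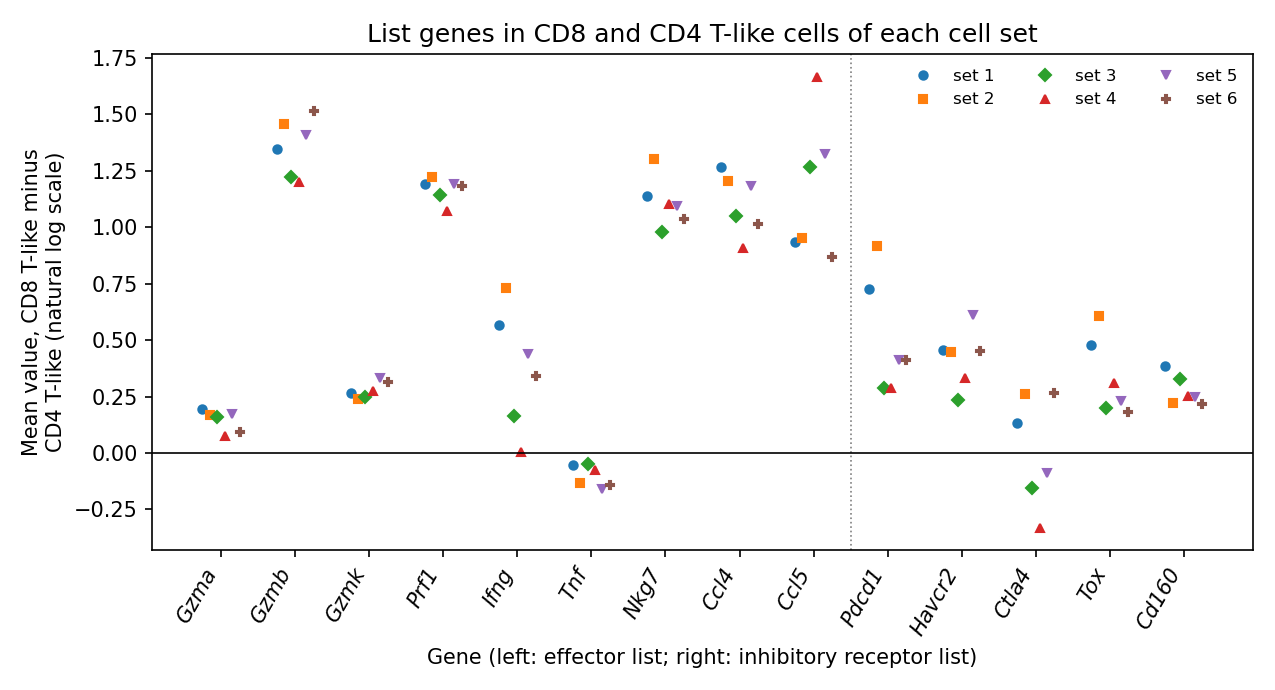
Difference of the mean deposited value (natural log scale, vertical axis) between CD8 T-like and CD4 T-like cells for each gene of the effector and inhibitory receptor lists (horizontal axis), with 1 symbol per cell set. Points above 0 are higher in CD8 T-like cells, and Gzmb spans 1.2 to 1.51 over the sets.

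Of the naive and memory list, Il7r was lower in CD8 than in CD4 T-like cells of set 1, with a ratio of 0.117 (CI 0.0917 to 0.151), and Ccr7 with a ratio of 0.288 (CI 0.204 to 0.418). Both were also lower in each set on the deposited scale. In macrophage-like against monocyte-like cells of set 1, list A had a median log2 ratio of -0.11 (interval -0.25 to 0.10), or -0.16 with Il12b, which had 2 UMIs, left out. It lay at the 24.9 percentile of matched random lists, whose median was 0.36. Il1b differed most among its genes, with a ratio of 0.174 (CI 0.163 to 0.186). List B, which includes the macrophage marker Mrc1 used in the naming, had a median of 0.40 (interval 0.19 to 0.71), but this ran from -0.73 to 2.02 under other choices of clustering. The list lay at the 72.05 percentile of matched random lists, and the median over all genes was 0.26, so it was not set apart from genes of the same level. Within list B, Cd163 had 34 UMIs in macrophage-like and 0 in monocyte-like cells. Its ratio was 3.47 with the monocyte-like cells set at a floor of 3 UMIs, and the exact lower limit of the ratio was 2.67. Arg1 was lower with a ratio of 0.536.

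In hepatoma-like cells of set 1, the 4 sterol synthesis genes of the table stood at 205 CPM for Hmgcs1, 182 for Sqle, 71.2 for Idi1 and 60.3 for Fdps. Apoe, the only gene of the sterol efflux list in the table, stood at 3116 (CI 3107 to 3125). Of the antigen presentation list, H2-K1 stood at 43.9 and Cd274 at 18.1 CPM, against 4036 and 128 in macrophage-like cells.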

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

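Alternatives to the resolution, the doublet treatment, the definition of CD8 T cells, the denominator, thinning, averaging and the pseudocount were set before the data were examined. Clustering on all genes, 50 principal components, the other rankings of leading genes, clustering set 1 alone and the treatment of unnamed clusters were added after the data were seen. The comparisons of cell classes were themselves chosen after the data were seen. The cause of the changes below was not tested, except that a changed denominator changes a share by construction.

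The pooled T-like share of immune cells, 58.8%, kept within its counting interval under resolution 0.5, clustering on all genes and 50 principal components. It was 62.3% at resolution 2, 65.2% with leading genes ranked by difference of values, 65.7% and 67.2% with fold pseudocounts of 0.5 and 1, 53.9% with unnamed clusters added to the denominator and 24.7% of all cells.

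The CD8 T-like share, 39.6%, left its narrow counting interval under all 10 alternatives. It was 41.0% at resolution 0.5, 41.2% at resolution 2, 46.2% when clustered on all genes, 48.2% with 50 principal components, 48.1% with leading genes ranked by difference of values, and 41.7% and 38.4% with fold pseudocounts of 0.5 and 1. It was 50.4% with unnamed T sub-clusters counted as CD8, 16.7% of all cells and 67.4% of T cells. The choice of clusters thus moved the share by more than its counting error.

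The effector list median, 0.68, stayed positive under all 12 alternatives that gave a value. It was 1.23 when clustered on all genes, 1.28 with set 1 clustered alone and 1.02 with CD8 T cells taken by a Cd8a or Cd8b1 count and no Cd4 count. The inhibitory receptor list median, 0.50, was 0.15 when clustered on all genes, 0.95 after thinning to 1000 UMIs and -0.18 with set 1 clustered alone. Its sign therefore depends on the clustering. With leading genes ranked by difference of values or by fold with a pseudocount of 1, no set 1 cell was named CD4 T-like, so neither list could be compared.

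The macrophage list B median, 0.40, moved out of its interval in 5 of the 10 alternatives that gave a value and reversed in 1 more. It was 1.59 when clustered on all genes, 1.55 with 50 principal components, 2.02 with set 1 clustered alone, 0.15 as a mean over cells, 0.02 after thinning and -0.73 at resolution 2. The list A median stayed within its interval in all 10. No cell was named monocyte-like with leading genes ranked by difference of values or by fold with a pseudocount of 0.5 or 1, so neither macrophage list could be compared there.

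Other classes also depended on the naming. The monocyte-like share of immune cells, 10.5%, was 0% under those 3 rankings, which raises the other shares by shrinking the denominator. The CD4 T-like share, 4.51%, was 0% with ranking by difference or pseudocount 1, and the NK-like share, 2.21%, was 0.188% with pseudocount 1. The macrophage-like share, 21.3%, ran from 18.1% at resolution 2 to 24.4% with pseudocount 1. The hepatoma-like share of all cells, 52.7%, was 47.7% at resolution 2 and within its interval under the 6 other alternatives. Those 3 rankings kept the same clusters and left the share unchanged, so they tested the naming alone. With set 1 clustered alone, a cluster of 1393 cells led by Areg, Tff1 and Bnip3 stayed unnamed. No hepatoma-like share was computed for that clustering. Among the T and CD8 T shares of single sets, 40 of 121 values under alternatives lay within the counting interval of the main value and 81 did not.

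Alternatives not run were the stricter filter on detected genes and mitochondrial RNA, which was meant for whole transcriptomes and not a table of 2000 genes, TMM scaling, which needs counts of the groups, and those for Soat1. No paired analysis of genotypes or treatments was possible because the columns carry no replicate numbers and the groups of the cells are unknown. The cell classes were compared within each set. Doublet calling and its alternatives covered set 1 alone.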

Other observations

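The tests on the number after N in the cell names were written before their values were seen. The tests on the values below 0, the set-specific sub-clusters, Klra4 and the low-mitochondrial cluster were chosen only after those patterns were seen. No biological explanation was tested, because the groups of the cells are unknown.

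Immune cells were 27.4% of all cells in set 1, 39.0% in set 2, 34.3% in set 3, 63.2% in set 4, 34.4% in set 5 and 59.1% in set 6. The widest gap between neighbouring values was 20.1 percentage points. Hepatoma-like cells were 66.0%, 56.0%, 59.9%, 32.4%, 61.0% and 36.6% of the cells in the same order.

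Every cell of sets 2 to 6 held values below 0, and no cell of set 1 did. A candidate explanation is an additive change of values that began on the log scale of set 1. If so, values that escaped the change should still give whole UMI totals. They did so in 12.5% of cells in the set with the fewest and 29.5% in the set with the most, against 0% in a control with all values of those sets moved by 0.0001. Which step made the change stays open.

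The cell names carry a number after the letter N. In set 1, cells with a 2 there had more UMIs than cells with a 1, by a ratio of medians of 2.32 in hepatoma-like, 1.83 in CD8 T-like and 2.40 in macrophage-like cells. This is consistent with a count of barcodes merged into 1 cell, for which a ratio clearly above 1 was foretold. Doublets would also be deeper. Those that the caller can detect would give more Scrublet calls among cells with a number above 1. Of these cells 0.789% were called (CI 0.520 to 1.15), against 1.18% (CI 0.919 to 1.48) of cells with a 1, with overlapping intervals. The caller marked only 1.04% of set 1 cells at an expected rate of 6%, so its calls cannot exclude doublets. Merged barcodes and doublets both stay open. Depth in set 1 thus differs with a number that is visible in the cell names.

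Each of 2 sub-clusters of T cells came almost wholly from 1 set. One had 865 of its 899 cells in set 4 and was named CD8 T-like, on the counts of 14 set 1 cells. The other had 774 of its 805 cells in set 6 and stayed unnamed. Their recovered UMI totals had medians of 2815 and 2505, against 7507 and 6459 in other CD8 T-like cells of the same sets, ratios of 0.375 and 0.388. The sub-clusters may thus be shallow CD8 T cells split by set. These totals come from the part of the cells in which one could be recovered, and the share of wrong totals among them is unknown. Whether the split comes from the change of values, from the libraries or from the tumours stays open, and it is a reason that the CD8 T-like shares of sets 4 and 6 depend on the naming.

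Klra4, a receptor gene of NK cells, was among the leading genes of a hepatoma-like cluster of 1244 cells. In its 249 set 1 cells without a doublet call, Klra4 stood at 55.4 CPM, against 5.50 in other hepatoma-like cells and 692 in NK-like cells, and 34.5% of the cells held a UMI. The difference of mean values from other hepatoma-like cells was positive in each set, from 0.14 to 0.30. RNA or doublets from NK cells would bring their other transcripts. The excess of Klra4 was 7.21% of the NK-like level, while the highest excess among Gzma, Klrb1c, Ccl5, Tyrobp and Nkg7 was 0.0203%, which argues against NK cells as the source. Expression in the tumour cells and reads assigned to Klra4 from another transcript stay open, and neither was tested.

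An unnamed cluster of 437 cells was low in mitochondrial RNA. The 9 mitochondrial genes of the table took 0.323% of UMIs in its 177 set 1 cells without a doublet call, against 1.73% in hepatoma-like cells. These cells had a median of 4211 UMIs, against 18892. The hepatoma markers Afp, Alb and Krt8 were also lower, with ratios of 0.314, 0.338 and 0.673, and cell-cycle genes were among its leading genes. It held 1.90%, 1.81%, 0.322%, 0.128%, 0.837% and 0.0678% of the cells of sets 1 to 6. Cells that lost their cytoplasm should be low in abundant cytoplasmic mRNAs. The median ratio of Gapdh, Rpl15 and Fabp5 was 1.43, but all 3 were among the genes that lead this cluster by difference of mean values, so a ratio above 1 was given in advance and the test decides nothing. Loss of cytoplasm and another identity of these cells both stay open.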
